A study of Escherichia coli K-12 with 4 samples. Its data were reported in "Binding of the RNA Chaperone Hfq on Target mRNAs Promotes the Small RNA RyhB-Induced Degradation in Escherichia coli" (2021).

How the data were processed

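RNA was measured by MS2 affinity purification coupled with RNA sequencing (MAPS), in which a small RNA carrying the MS2 aptamer is held on a column by the MS2 coat protein fused to maltose binding protein, and the RNAs that stay with it are eluted and sequenced. The labels describe Escherichia coli K-12 strain MG1655 lacking hfq and rybB, grown in 100 mL of LB medium to an OD600 of 0.5, in which arabinose at 0.1% was added over 10 min to switch on the small RNA. Per the study's strain list, its strain with both deletions also carried an HA tag on rne and lacked araB. There were 4 libraries: 2 from cells expressing MS2-RybB and 2 from cells expressing untagged RybB, which served as control. Groups and repeat numbers came from the sample titles. Nothing in the labels says that the repeats came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

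Per the study's methods, libraries were made with the ScriptSeq kit after DNase treatment and sequenced on a MiSeq instrument. The submitters' processing notes name bcl2fastq and Bowtie, with no version. The genome build and the strand setting of the counting are not given in the sources used here. The authors deposited FPKM values (fragment counts divided by feature length in kilobases and by the number of mapped reads) for genes and for the intergenic spacers between them, as 1 sheet per repeat holding the tagged library, the untagged library and the ratio of the FPKM values. The deposited ratio equalled the quotient of the FPKM columns and was not used in any test. The sheets listed 7840 features for repeat 1 and 8067 for repeat 2, of which 7802 were in both (4449 genes and 3353 spacers). No listed value was 0. An RNA seen with the tagged bait and in no read of the control is therefore not analysed here.

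Gene lengths of the RefSeq annotation of E. coli MG1655 were used to turn FPKM back into reads. A length was found for 7692 features (98.6%). Low FPKM values were whole multiples of the value of 1 read: of values under 30 reads, 97.2%, 97.2%, 97.6% and 97.2% lay within 0.05 of a whole number in MS2-RybB repeat 1, MS2-RybB repeat 2, RybB repeat 1 and RybB repeat 2. The step gave about 16286000, 16476000, 10175000 and 14020000 mapped reads in the same order, and a median of 28.5, 70, 12 and 44 reads per gene. A read can touch more than 1 feature, so a spacer and its flanking gene share reads. Spacers are named by their flanking genes, and no coordinates are printed because the deposited tables name no build. Intervals on ratios of read rates are exact 95% intervals from the Clopper-Pearson method on recovered reads summed over the libraries of a group, and they cover counting error only.

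The tests used log2(FPKM + 1). Features with a mean of at least 1 FPKM over the 4 libraries were tested (7706), with limma version 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of variance on abundance), group as the only term and Benjamini-Hochberg adjustment, and a feature was called at an adjusted p under 0.05. The fold changes are on the log2(FPKM + 1) scale and understate the change of low features. The prior degrees of freedom of this fit were estimated as infinite, so each feature was tested against a spread shared with features of like abundance and not against its own repeats. The study's methods used an exact test that allowed no spread between repeats, and do not say which values it took. A stand-in, called the methods' test below, was run as an alternative. It was an exact binomial test on FPKM values rounded to whole numbers and summed per group. It treats FPKM as counts, so its p-values do not reflect the reads behind a feature. Lists of genes fixed before the data were examined were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. With an estimated correlation, camera takes its degrees of freedom from the residuals of 4 libraries. Few lists could pass then, so a failure there says little about a list. The count of features over 2-fold set the lower tagged library against the higher untagged library (FPKM + 1), which needs no pairing of the repeats.

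The features named in the text followed a rule fixed before the data were examined. It took rybB, hfq, ompC and groL, every measured known target of RybB and every tRNA precursor described as its sponge. It also took the 12 called features with the largest log2 fold change whose tagged libraries both lay above both untagged ones and, since fewer than 5 were called lower, the 8 features with a mean of at least 10 FPKM in the control and the largest gap in that direction. Up to 3 called members of each other list were added. Neighbours of named features, such as miaA and the other rbs genes, were added after the values were seen, and other features outside the rule are named as such.

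The fit was tested on simulated libraries for the comparison of MS2-RybB with RybB, drawn from the real means and read totals with a spread of 0.607 on the log2 scale taken from the untagged repeats. In all, 200 features were made higher, and 7431 features remained once those without a read in every library or under the filter were dropped. The fit called 2.0% of those raised 2-fold, 12.0% at 4-fold, 65.3% at 8-fold and 98.0% at 16-fold, with 3 calls among unchanged features. The simulation gave every feature the same spread, which favours the fit. That spread was taken around the median and leaves out the shift of all features between the repeats, which the fit of the real libraries keeps. The SE of that fit was 0.80 even for the deeply read ompC and ompW. The recovery rates therefore hold for quieter libraries than these. The list test called the 1 raised list of 14 features and 0 of 17 unchanged lists.

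Alternatives were other pseudocounts and filters, other scalings of the libraries, leaving out rRNA and tRNA genes and the repeat number as a block. Further ones were eBayes without the trend, each library left out in turn and the stand-in for the exact test of the methods. After the data were examined, limma voom on the recovered reads and a minimum of 20 recovered reads were added. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 read the tables and drew the plots.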

Results

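RNAs that co-purified with RybB in the absence of Hfq were profiled in 2 libraries from MS2-RybB pull-downs and 2 libraries from pull-downs of untagged RybB. RybB is a small RNA of the envelope stress response that base-pairs with mRNAs of outer membrane proteins, and Hfq is the RNA chaperone that usually assists such pairing. The comparison asks which RNAs are retained by the tagged bait beyond the background that the column collects from cells without a tag. The libraries held about 16286000 and 16476000 mapped reads for MS2-RybB and 10175000 and 14020000 for RybB, as implied by the FPKM values. Low features rested on few reads, with a median of 12 reads per gene in RybB repeat 1.

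The bait itself was recovered. The rybB feature stood at 284 ± 77.7 FPKM (SD, n = 2) with MS2-RybB and 27.3 ± 20.8 FPKM (SD, n = 2) with untagged RybB, a log2 fold change of 3.53 (SE 0.80, limma adjusted p = 0.00838). Its ratio of read rates was 9.57 (95% interval 7.29 to 12.8), and its log2 fold change was 2.70 without RybB repeat 1 and 4.37 without RybB repeat 2. The spacer between rcdA and rybB was also called (log2 fold change 3.59, limma adjusted p = 0.0074), but its FPKM was 5.20 times that of rybB in every library, so it held the same reads and is not a second observation. The deleted hfq gene was at 0.991 ± 0.00846 FPKM in MS2-RybB and 2.19 ± 0.837 FPKM in RybB libraries, on 5, 5, 5 and 12 reads, while its neighbour miaA was at 9.47 and 9.23 FPKM and its neighbour hflX at 5.01 ± 3.90 FPKM and 4.43 ± 1.06 FPKM. In RybB repeat 1 hfq stood at 1.59 FPKM and the median gene at 1.51 FPKM, so a low level there did not set hfq apart from intact genes. The chaperonin gene groL was at 18.9 ± 6.42 FPKM and 20.5 ± 2.71 FPKM, with a log2 fold change of -0.14 (limma adjusted p = 1.00).

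The largest enrichment lay at the 3′ end of rbsB, which encodes the periplasmic ribose-binding protein. The spacer between rbsB and rbsK stood at 17874 ± 253 FPKM with MS2-RybB and 197 ± 23.1 FPKM with RybB (SD, n = 2), a 90.7-fold ratio of means and a log2 fold change of 6.50 (SE 0.86, limma adjusted p = 3.35e-10). The rbsB gene was at 2867 ± 0.274 FPKM and 57.8 ± 1.06 FPKM, a 49.6-fold ratio of means (log2 fold change 5.61, SE 0.80, limma adjusted p = 1.02e-08). A small RNA from this 3′ end, RbsZ, is known as a sponge of RybB, and it is not a feature of its own in the sheets. Along the operon the log2 fold change was 0.86 for rbsD, -0.24 for rbsA, 2.53 for rbsC, 2.02 for rbsK and 0.62 for rbsR, none past the test. The spacer between rbsC and rbsB, just upstream, stood at 3561 FPKM against 422 FPKM (log2 fold change 3.07, limma adjusted p = 0.0959) and did not pass either.

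In all, 12 of 7706 features were higher with MS2-RybB at an adjusted p under 0.05 (limma), 4 genes and 8 spacers, and 0 were lower. The genes were rbsB, ompW, metZ and rybB. Each of these has called spacers at its own locus: rbsB_rbsK, yciC_ompW, metZ_metW with metW_metV, and rcdA_rybB. Since neighbouring features can share reads, the 12 calls are not 12 separate observations. Among the spacers, the one between ihfA and pheT, at the junction of the gene for a phenylalanyl-tRNA synthetase subunit and that for a subunit of integration host factor, had a log2 fold change of 5.02 (SE 0.80, limma adjusted p = 7.63e-07). It is only a few bases long and held 84 and 99 reads with MS2-RybB against 4 and 1 with RybB, a ratio of read rates of 27.0 (95% interval 11.4 to 84.2). Its log2 fold change was 6.23 without RybB repeat 1 and 3.81 without RybB repeat 2. The spacer between ydcD and yncI′ had a log2 fold change of 3.40 (SE 0.86, limma adjusted p = 0.0447) and stood at 60.7 and 96.1 FPKM against 2.18 and 15.8 FPKM. It was 2.20 without RybB repeat 1, where it was not called (limma adjusted p = 0.358), and 4.60 without RybB repeat 2. At an unadjusted p under 0.05 (limma), 188 features were higher and 31 lower as deposited. Chance at this threshold over 7706 tests would give about as many higher features as the 188, and more lower ones than the 31. The split between higher and lower moved with the scaling, to 259 and 147 with median-ratio rescaling and 266 and 177 with quantile normalization. Voom (138 and 37) and the filter at a mean of at least 10 FPKM (96 and 9) kept an excess of higher over lower features. The fits without 1 library did not all keep it. Without 1 library the median log2 fold change over all features ranged from -0.16 to 0.79. The number of calls, which counts rybB and the rcdA_rybB spacer separately, was not stable: among the settings tried, it was 0 with median-ratio rescaling of the libraries, 0 among features with a mean of at least 10 FPKM, 2 with quantile normalization, 2 without either MS2-RybB library, 54 without RybB repeat 1 and 81 without RybB repeat 2. With quantile normalization and without either MS2-RybB library, the 2 calls were rbsB and the spacer after it. At a mean of at least 10 FPKM the fold changes were the same, and the prior degrees of freedom were 4.97 where the main fit had infinite. There rbsB_rbsK narrowly missed the threshold (SE 0.67, limma adjusted p = 0.0586). Limma voom on the recovered reads, chosen after the data were examined, called 12 features higher, of which 7 were among the 12 of the main fit. The rybB gene was not called with voom (adjusted p = 0.0803). The median log2 fold change over all features was 0.30 as deposited and -0.02 after median-ratio rescaling, and all 12 called features kept a positive log2 fold change under both.

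**Figure D1:**
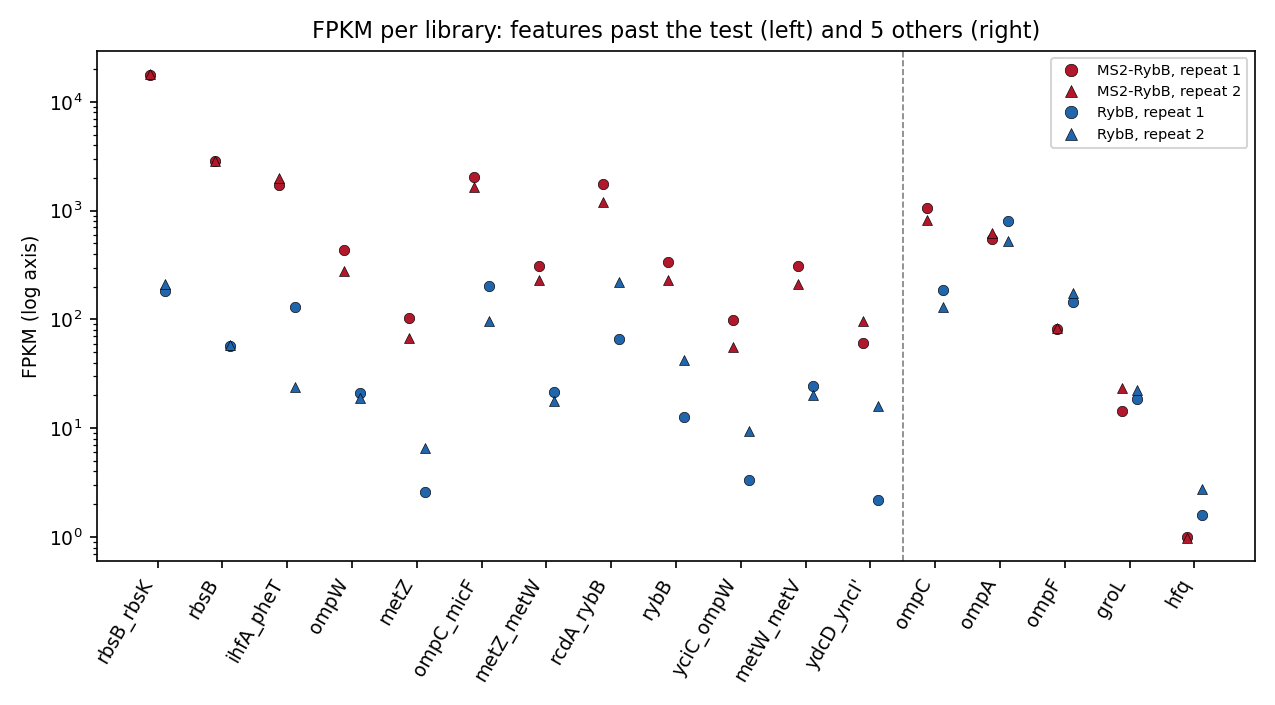
FPKM (log axis) of each library for the 12 features past the test and for 5 other named genes; red marks are MS2-RybB, blue marks RybB, circles repeat 1 and triangles repeat 2. For all 12 features both MS2-RybB values lie above both RybB values, with rbsB_rbsK at 17695 and 18053 against 181 and 213 FPKM.

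**Figure D2:**
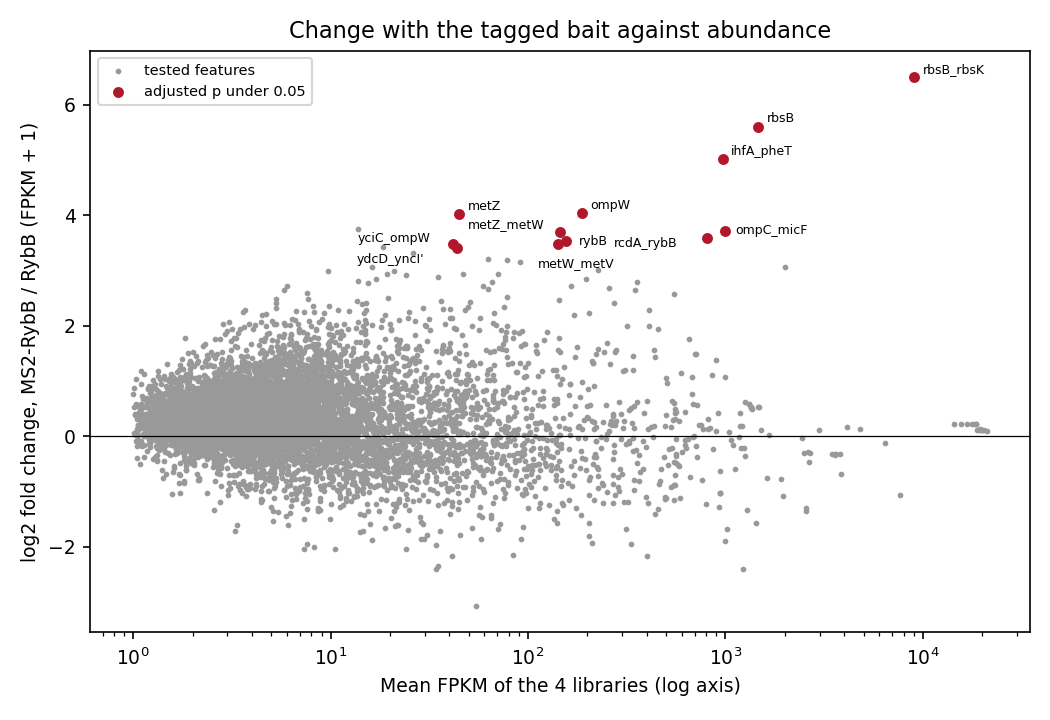
Log2 fold change of MS2-RybB over RybB on FPKM + 1 (vertical axis) against the mean FPKM of the 4 libraries (log axis), 1 point per tested feature, with the 12 features at an adjusted p under 0.05 in red. The rbsB_rbsK spacer has the largest change, 6.50.

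Known targets of RybB were examined next, as a list of 15 genes of which 14 were measured (nmpC was not listed in both sheets). The outer membrane protein gene ompW rose, from 19.9 ± 1.64 FPKM with RybB to 353 ± 110 FPKM with MS2-RybB (SD, n = 2; log2 fold change 4.05, SE 0.80, limma adjusted p = 0.000765). The spacer upstream of ompW rose by 3.49 (limma adjusted p = 0.0344; 2.85 and not called without RybB repeat 1, 4.13 without RybB repeat 2) and the spacer between ompC and micF, which holds the leader of the porin mRNA ompC, by 3.71 (SE 0.81, limma adjusted p = 0.00468). The ompC gene was at 939 ± 175 FPKM against 158 ± 39.2 FPKM, a 5.93-fold ratio of means, and its log2 fold change of 2.57 (SE 0.80) did not pass over all features (limma adjusted p = 0.272). It did with voom (adjusted p = 0.00288), without RybB repeat 1 (limma adjusted p = 5.02e-06) and without RybB repeat 2 (limma adjusted p = 7.13e-05), where the lone control library was assumed to vary like the tagged ones. It did not pass without MS2-RybB repeat 1 (limma adjusted p = 0.976), without MS2-RybB repeat 2 (limma adjusted p = 1.00), with median-ratio rescaling (limma adjusted p = 0.988) or with quantile normalization (limma adjusted p = 0.619). Adjusted over the list alone, 2 members were higher, ompW (adjusted p = 5.56e-06) and ompC (adjusted p = 0.00915), and 0 were lower. Of the 14 measured members, 12 had a log2 fold change above 0 as deposited. It was 1.30 for the nucleoside channel gene tsx, 0.84 for the maltoporin gene lamB, 0.77 for rraB, 0.68 for hinT, 0.47 for ydeN and 0.30 for fiu, none past the test. Where a scaling brought the median of all features to about 0, values near or below that median turned negative with it, which does not set these genes apart: fadL, fimA, rluD and csgD with median-ratio rescaling and these and fiu with quantile normalization. The porin gene ompF stood at 83.0 ± 1.04 FPKM with MS2-RybB and 160 ± 22.8 FPKM with RybB (log2 fold change -0.93), and ompA at 586 ± 58.0 FPKM and 667 ± 199 FPKM (log2 fold change -0.16). For fadL, fimA, rluD and csgD the log2 fold change lay between 0.11 and 0.31, near or below the median of 0.30 over all features. As a set, the targets lay above other features with an adjusted p = 0.0640 (limma camera), which missed the threshold. With an estimated correlation, a form with few degrees of freedom here, the camera adjusted p = 0.992. Without ompA, ompC, ompF and ompW the adjusted p = 0.710. The set passed with voom (adjusted p = 0.000621), without RybB repeat 1 (adjusted p = 0.00169) and without MS2-RybB repeat 2 (adjusted p = 0.0188), and not without MS2-RybB repeat 1 (adjusted p = 0.362) or RybB repeat 2 (adjusted p = 0.123). The median log2 fold change of the full list was 0.39, against 0.30 over all features.

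Precursors of tRNAs whose spacers are known to bind RybB formed the list of 6 genes, all measured. The initiator tRNA gene metZ rose from 4.58 ± 2.82 FPKM to 85.2 ± 25.7 FPKM (SD, n = 2; log2 fold change 4.02, SE 0.86, limma adjusted p = 0.00468), on 2 and 7 control reads. The spacer between metZ and metW rose by 3.70 (limma adjusted p = 0.00468) and that between metW and metV by 3.48 (limma adjusted p = 0.0106). The metW gene had a log2 fold change of 3.20 (limma adjusted p = 0.0602), and metV -0.19. These genes are near-identical copies, so the values of single copies are uncertain. The leucine tRNA gene leuZ was at 48.9 ± 7.61 FPKM against 11.6 ± 3.50 FPKM, a log2 fold change of 2.00 (limma adjusted p = 1.00). Its flanking spacers yecA_leuZ and leuZ_cysT had log2 fold changes of 1.71 and 1.10 (limma adjusted p = 1.00 for both), while cysT stood at 1.18 and glyW at 0.54. Adjusted over the list alone, 3 members were higher, metZ, metW and leuZ. The list lay above other features (limma camera adjusted p = 4.93e-07). Camera at the preset correlation of 0.01 treats the members as nearly independent. They are not 6 separate observations, since the met genes are near-identical neighbours and leuZ and cysT adjoin. This p-value may therefore be too small. With an estimated correlation, a form with few degrees of freedom here, the camera adjusted p = 0.53. That correlation was -0.068, below the preset, so a higher correlation did not remove the call.

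**Figure D3:**
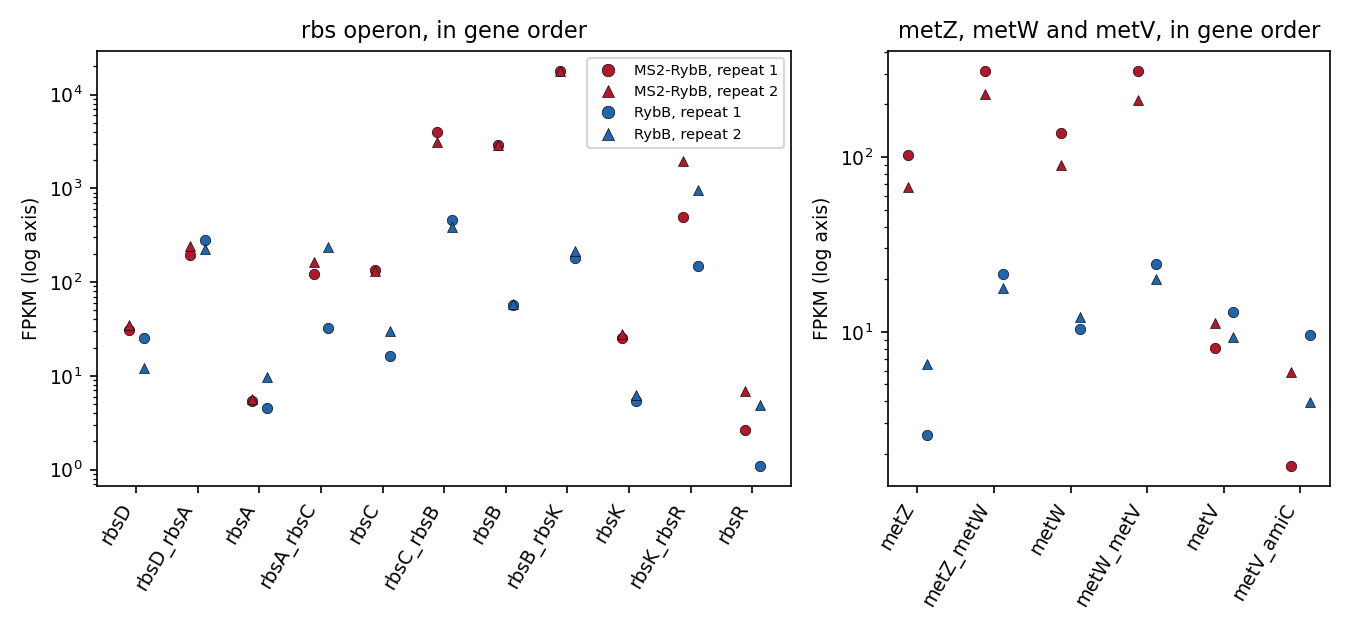
FPKM per library (log axis) of the features of the rbs operon (left) and of the metZ, metW and metV cluster (right), in gene order; colours and marks as for the named features. The rbsB_rbsK spacer reaches 17695 and 18053 FPKM with MS2-RybB, and rbsA stays between 4.50 and 9.76 FPKM in the 4 libraries.

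Of 18 gene lists, 2 passed camera. The second was the list of the tricarboxylic acid cycle and respiration, which lay below other features (limma camera adjusted p = 0.00183). With an estimated correlation and its few degrees of freedom, the camera adjusted p of this list was 0.992. None of its 40 members passed the gene test, and its median log2 fold change was -0.15, against 0.30 over all features. Other outer membrane protein genes had a median log2 fold change of 0.24 with 0 of 23 members past the test, and genes of the envelope stress regulon a median of 0.24 with 0 of 22. Targets of the small RNA RyhB had a median of -0.14 with 0 of 24, targets of DsrA -0.07 with 0 of 5, and targets of other small RNAs 0.21 with 0 of 31. In the list of small RNAs 1 of 42 measured members passed, rybB itself, with a median of 0.31. Among all tRNA genes 1 of 79 passed, metZ, with a median of 0.29. The 22 rRNA genes had a median of 0.23 and none passed, although their level differed within the control group: 16S rRNA stood at 30804 and 5976 FPKM in the RybB libraries and at 16869 and 14969 FPKM in the MS2-RybB libraries. Ribosomal protein genes had a median of -0.06, heat shock and chaperone genes 0.10, arabinose genes -0.03, flagella, fimbriae and curli genes 0.23, general stress genes 0.74, methionine synthesis genes 0.37 and genes of membrane insertion and secretion -0.10, with none of their members past the test.

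No feature was called lower with MS2-RybB by limma, where the lowest adjusted p was 0.0959. As deposited, 31 features were lower at an unadjusted p under 0.05 (limma), against 147 with median-ratio rescaling and 177 with quantile normalization. The number was 37 with voom and 9 among features with a mean of at least 10 FPKM. Each of these numbers is below what chance would give at this threshold. The lowest adjusted p belonged to the spacer between pntB and pntA, in the operon of the transhydrogenase, at 10.2 ± 4.71 FPKM with MS2-RybB and 98.6 ± 62.2 FPKM with RybB (SD, n = 2; log2 fold change -3.07), on 1 and 2 against 5 and 18 reads. The other features with the widest gap in this direction were also short spacers, among them yafN_yafO at a log2 fold change of -2.39, potB_potA at -2.34 and gatC_gatB at -1.89. They rested on 4 and 10 tagged against 19 and 31 control reads, 4 and 1 against 6 and 11, and 12 and 15 against 23 and 57. Leaving out 1 library moved these values, for pntB_pntA to -3.75 without RybB repeat 1 and -2.38 without RybB repeat 2, for yafN_yafO to -1.74 without MS2-RybB repeat 1 and -3.04 without MS2-RybB repeat 2, for potB_potA to -3.25 and -1.43 without the same libraries, and for gatC_gatB to between -2.31 and -1.46. Other limma fits did call features lower. Without rRNA and tRNA genes 1 was called, pntB_pntA (adjusted p = 0.0357). Without RybB repeat 1 there were 48, among them pntB_pntA (adjusted p = 0.0104), yafN_yafO (adjusted p = 1.42e-05) and gatC_gatB (adjusted p = 9.28e-05), and without RybB repeat 2 there were 11, among them yafN_yafO (adjusted p = 5.35e-05). The stand-in for the study's exact test, run here on FPKM rounded to whole numbers with no spread between repeats, called 415 features lower and 632 higher. Of these, 197 were over 2-fold lower and 488 over 2-fold higher. This stand-in takes FPKM as counts, so short spacers of few reads get p-values that their reads cannot give. Whether the study's own test did so is not stated.

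The repeats were compared over the tested features. The lower MS2-RybB library was over 2-fold above the higher RybB library for 178 features, and the mirror held for 15. This contrast depended on the scaling: with median-ratio rescaling the counts were 116 and 80, while they were 61 and 4 with a pseudocount of 10 and 92 and 11 at a mean of at least 10 FPKM. Both MS2-RybB libraries lay above both RybB libraries for 1193 features (15.5%), and the reverse order held for 406 (5.27%). With 4 exchangeable libraries chance would give 16.7% each way, but the libraries were not exchangeable: both libraries of repeat 2 lay above both of repeat 1 for 64.0% of features. With tagged and untagged exchanged in repeat 2, the shares were 4.32% and 7.85%. Across features, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.900 between the MS2-RybB libraries and 0.868 between the RybB libraries. It was 0.908 between the tagged and untagged libraries of repeat 1 and 0.868 between those of repeat 2. The log2 ratios of the repeats correlated at r = 0.178 (Spearman's rho 0.158) when same-numbered libraries were paired. With each tagged library set against the untagged library of the other number, r was -0.063 (Spearman's rho -0.097). The agreement of the ratios therefore depended on the pairing.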

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

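Limma voom and the minimum of 20 recovered reads were chosen after the data were examined; the other settings were planned. Of 7706 features, 12 were called higher and 0 lower. The count of higher features was 0 at a mean of at least 10 FPKM, 0 with median-ratio rescaling, 2 with quantile normalization, 632 with the methods' test on rounded FPKM and between 2 and 81 without 1 library; 54 came without RybB repeat 1, 81 without RybB repeat 2 and 2 without either MS2-RybB library. With the lone library of a group assumed to vary like the other group, lower calls ranged from 0 to 48, and they were 1 without rRNA and tRNA genes and 415 with the methods' test. With the repeat number as a replicate block 0 features were called (lowest limma adjusted p = 0.219), while the fold changes stayed the same. The prior degrees of freedom of that fit were 5.95, against infinite in the main fit. Its SE was lower than in the main fit for the called features except ihfA_pheT and rcdA_rybB. At an unadjusted p under 0.05 (limma), 895 features were higher and 78 lower with the block. The lost calls thus came with fewer degrees of freedom and not with smaller fold changes. The labels do not say that a repeat number marks a shared batch, though each deposited sheet holds libraries of 1 number. Same-numbered libraries deviated together at r = 0.241 across features. Both libraries of repeat 2 lay above both of repeat 1 for 64.0% of features, and the reverse held for 3.08%. The main fit leaves this difference between the repeats in its error. Of 16 alternatives (15 for metZ), the calls of rbsB and rbsB_rbsK held in 13, of ihfA_pheT, ompC_micF and ompW in 10, of metZ and metZ_metW in 9, of rybB and metW_metV in 8, of rcdA_rybB and yciC_ompW in 7 and of ydcD_yncI' in 6. No called feature changed sign. The known targets set, at an adjusted p of 0.0640, was at 0.710 without ompA, ompC, ompF and ompW, passed at 0.000621 with voom and ranged from 0.00169 to 0.362 without 1 library; it passed without RybB repeat 1 and without MS2-RybB repeat 2. Of 18 lists, 2 passed; 1 passed at a mean of at least 10 FPKM, 1 without rRNA and tRNA genes, 6 with voom, 0 with an estimated correlation, 0 with fry and 3 to 5 without 1 library. The 178 features over 2-fold became 61 with a pseudocount of 10, 92 at a mean of at least 10 FPKM, 116 with median-ratio rescaling, 1546 by the ratio of mean FPKM over 2 and 712 by the ratio within each repeat. Agreement between the repeats, with same-numbered libraries paired, moved from 0.178 to 0.232 at a mean of at least 10 FPKM. With the crossed pairing it moved from -0.063 to -0.050. Log2 fold changes of uncalled genes that changed sign were, with median-ratio rescaling, csgD -0.035, fadL -0.029, fimA -0.26 and rluD -0.20, and with quantile normalization csgD -0.12, fadL -0.088, fimA -0.28, fiu -0.033 and rluD -0.26. Without 1 library they ranged from -0.15 to 0.76 for csgD, -0.22 to 0.82 for fadL, -0.52 to 0.75 for fimA, -0.34 to 0.94 for fiu, -0.38 to 0.63 for rluD, -0.019 to 0.96 for ydeN, -0.23 to 1.32 for glyW, -0.48 to 0.19 for groL, -0.41 to 0.018 for metV and -0.47 to 0.15 for ompA. These settings shift all features together (median log2 fold change 0.30 as deposited, -0.024 and -0.038 with the scalings and -0.16 to 0.79 without 1 library), so the sign changes of small values say nothing about single genes. The planned quasi-likelihood test and DESeq2 were by choice not run on reads recovered from FPKM; voom was run on them in their place. Depth limits spacers of few reads most, such as ihfA_pheT with 4 and 1 control reads.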

Other observations

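All tests of explanations below were chosen after the results were seen, as were the features named in the next paragraph.

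Several genes not described above stood apart between the groups without passing the test. The cell division gene ftsI was at 34.3 FPKM with MS2-RybB and 2.40 FPKM with RybB (log2 fold change 3.43, limma adjusted p = 0.0951), while its neighbours ftsL and murE had log2 fold changes of 1.19 and 0.56. The ihfA gene, next to the called junction with pheT, was at 62.1 and 7.70 FPKM (log2 fold change 2.88, limma adjusted p = 0.205), pheT at 1.29 and pheS at -0.21. The rcdA gene, next to the bait gene, had a log2 fold change of 2.92 (limma adjusted p = 0.241), with the strand of its reads not given in the sources used here. The small RNA gene micF, a member of the list of small RNAs, had a log2 fold change of 2.99 on 18 and 37 reads against 1 and 2. In all, 33 genes with a mean of at least 10 FPKM in MS2-RybB had both tagged libraries over 2-fold above both untagged ones, and 4 of these passed the test. The features of only 1 sheet were 38 in repeat 1, with 8 over 2-fold higher with MS2-RybB and 5 over 2-fold lower, and 265 in repeat 2, with 102 and 42.

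The peak at the 3′ end of rbsB could come from a higher level of the whole operon transcript or from the scale of the libraries. The spacer after rbsB lay 6.74 (SE 1.31) above rbsA, the operon feature of the lowest log2 fold change, and 3.44 (SE 1.20) above the rbsC_rbsB spacer, the highest outside rbsB and the spacer after it, which a uniform rise of the transcript does not give, while a smaller rise of upstream operon RNA stays open. Its log2 fold change was 6.50 (SE 0.86) as deposited and 6.06 (SE 1.37) after median-ratio rescaling. That rescaling ended the call (adjusted p = 0.392) because the SE rose and the prior degrees of freedom fell from infinite to 13.6, while the fold changed little. Selective recovery of an RNA from the rbsB 3′ end by MS2-RybB stays open as a hypothesis, and processing of the operon mRNA was not tested.

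Enrichment at metZ, metW and their spacers may reflect reads assigned among near-identical copies. The log2 fold change of metZ lay 4.21 (SE 1.27) above that of metV, so an even split of reads among the copies does not give the pattern. The 2 spacers held 297 and 292 reads over the 4 libraries (exact binomial test, two-sided p = 0.869). In MS2-RybB repeats 1 and 2 and RybB repeats 1 and 2, metZ_metW held 161, 121, 7 and 8 reads and metW_metV 163, 112, 8 and 9. Every read counted in both spacers would give equal counts in each library, so these values argue against that. The binomial test takes each read as counted once, so it cannot decide whether some reads were shared. Some sharing of reads and a like enrichment of each spacer cannot be told apart, because no genome sequence was used here.

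Features outside the highest decile of abundance had higher FPKM in repeat 2 than in repeat 1 of both groups. The median ratio of repeat 2 to repeat 1 lay between 2.40 and 2.90 in deciles 1 to 9 for RybB, and at 1.12 in decile 10. For MS2-RybB it lay between 1.75 and 2.86 in deciles 1 to 9, and at 1.17 in decile 10. For RybB the departure from a single factor thus lay in the highest decile. A single scale factor per library could give this, but the ratio of repeat 2 to repeat 1 in the lowest decile of abundance was 2.49 times that in the highest for RybB (95% bootstrap interval 2.21 to 2.76) and 2.45 times for MS2-RybB. A constant background was the other candidate explanation. It is argued against by the FPKM added in the ninth decile, which was 5.08 times that in the lowest for RybB (95% bootstrap interval 4.53 to 5.83) and 3.25 times for MS2-RybB, and by that in the tenth decile, which was 2.10 and 2.37 times that in the lowest. A mixture of both stays open, and no biological explanation was tested, since the repeats share a group.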
